# Genomic regions, cellular components and gene regulatory basis underlying pod length variations in cowpea (*V. unguiculata* L. Walp)

**DOI:** 10.1111/pbi.12639

**Published:** 2016-10-17

**Authors:** Pei Xu, Xinyi Wu, María Muñoz‐Amatriaín, Baogen Wang, Xiaohua Wu, Yaowen Hu, Bao‐Lam Huynh, Timothy J. Close, Philip A. Roberts, Wen Zhou, Zhongfu Lu, Guojing Li

**Keywords:** Cowpea, Domestication, GWAS, Pod length, Selection, Transcriptome

## Abstract

Cowpea (*V. unguiculata* L. Walp) is a climate resilient legume crop important for food security. Cultivated cowpea (*V. unguiculata* L) generally comprises the bushy, short‐podded grain cowpea dominant in Africa and the climbing, long‐podded vegetable cowpea popular in Asia. How selection has contributed to the diversification of the two types of cowpea remains largely unknown. In the current study, a novel genotyping assay for over 50 000 SNPs was employed to delineate genomic regions governing pod length. Major, minor and epistatic QTLs were identified through QTL mapping. Seventy‐two SNPs associated with pod length were detected by genome‐wide association studies (GWAS). Population stratification analysis revealed subdivision among a cowpea germplasm collection consisting of 299 accessions, which is consistent with pod length groups. Genomic scan for selective signals suggested that domestication of vegetable cowpea was accompanied by selection of multiple traits including pod length, while the further improvement process was featured by selection of pod length primarily. Pod growth kinetics assay demonstrated that more durable cell proliferation rather than cell elongation or enlargement was the main reason for longer pods. Transcriptomic analysis suggested the involvement of sugar, gibberellin and nutritional signalling in regulation of pod length. This study establishes the basis for map‐based cloning of pod length genes in cowpea and for marker‐assisted selection of this trait in breeding programmes.

## Introduction

Cowpea (*V. unguiculata* L. Walp., 2n = 2x = 22), native to Africa, is a worldwide important legume used as a grain, fodder or vegetable crop. Sub‐Saharan Africa and Brazil are the major producers of cowpea grain, while East/South‐East Asia is the main vegetable‐type cowpea producer (Rachie, 1985; Timko *et al*., 2007). Grain‐type cowpea, commonly known as African cowpea or common cowpea (*V. unguiculata* L. Walp. ssp. *unguiculata*), provides a major source of dietary protein for millions of people in developing countries (Singh, 2002). The vegetable cowpea, also known as asparagus bean or ‘yardlong’ bean (*V. unguiculata* L. Walp. ssp. *sesquipedalis*), is characterized by its long tender pods that are harvested when immature, narrow kidney‐shaped seeds, and strong trailing and climbing growth habit that is rare in ssp. *unguiculata* germplasm. The asparagus bean pods can either be snapped and cooked in stew or stir‐fried, or preserved with salt and chile. They provide a good source of proteins, vitamins and minerals (Timko *et al*., 2007). Besides the nutritional value, asparagus bean is among the top ten Asian cultivated vegetables due to its high tolerance to heat and drought (National Research Council, 2006).

Although vegetable cowpea is predominant in East/Southeast Asia, cowpea for grain use is also grown in some parts of these regions. Many of the latter are not typical ssp. *unguiculata* varieties but are landraces of ssp. *sesquipedalis* that can be classified into the ‘nonstandard’ vegetable type based on genetic compositions (Xu *et al*., 2012). In some regions of Africa, Europe and America, vegetable cowpea is also cultivated, although these forms usually exhibit a ‘bush’ phenotype and develop relatively shorter pods than asparagus beans (National Research Council, 2006). To date, it is still unknown how the vegetable and grain cowpea types have diverged. It has been postulated that ssp. *sesquipedialis* was derived from domesticated ssp. *unguiculata* after it was brought to parts of Asia through intense selection for pod characteristics favourable for vegetable use (Fang *et al*., 1996; Kongjaimun *et al*., 2012a,b). In this regard, asparagus bean would have gone through double domestication bottleneck in that only a small portion of the genetic variation present in the progenitor African cowpea germplasm would have constituted the foundation germplasm of ssp. *sesquipedialis* (Fang *et al*., 1996; Timko *et al*., 2007). This theory has been partially validated by the lower genetic diversity in Chinese asparagus bean germplasm compared to African common cowpea through SSR and SNP marker analyses (Xu *et al*., 2010, 2012). However, evidence that selection for pod characteristics, particularly pod length, has contributed essentially to the formation of present‐day asparagus bean is lacking. Also, the relationships between pod length QTLs and other domestication genes/QTLs are not well understood. To our knowledge, the only QTL analysis of pod length in asparagus bean was reported by Kongjaimun *et al*. (2013a) using SSR markers.

The recently developed Cowpea iSelect Consortium Array (Illumina, Inc.) provides an opportunity to further dissect pod length and other domestication traits. This array contains 51 128 SNPs that derive from WGS sequencing of 37 diverse cowpea accessions (33 grain cowpeas and four asparagus bean) (Muñoz‐Amatriaín *et al*., 2016). Using this assay, a cowpea consensus genetic map was constructed with SNP data from five mapping populations (Muñoz‐Amatriaín *et al*., 2016). In the current study, we describe the application of this assay to dissect pod length QTLs in cowpea. In addition, histological and gene expression analyses were performed to uncover the cellular components and gene regulatory basis underlying pod length variations.

## Results

### SNP genotyping and data curation

We SNP genotyped 432 DNA samples including 132 recombinant inbred lines (RILs) and a diversity panel of 299 landraces, cultivars and breeding lines (Figure 1a, b; Table S1). A total of 49 194 SNPs produced successful calls. After the removal of samples showing high heterozygosity, missing data or nonparental alleles (for the RIL population), 119 RILs and all germplasm accessions were used for further analysis. After eliminating monomorphic SNPs and those with excessive number of missing and/or heterozygous calls and very low minor allele frequencies, 7988 high‐quality SNPs were retained for the RIL population and 30 211 for the diversity panel.

**Figure 1:**
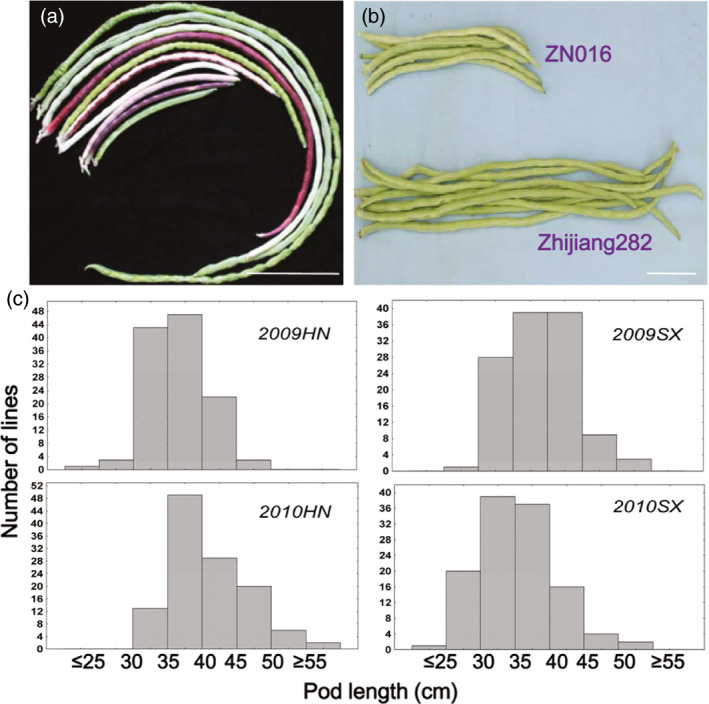
Pod length phenotypes. (a) Variation of pod length among selected germplasm lines. (b) Pod morphology of ZN016 and Zhijiang282, the parents of the RIL population. (c) Distribution of pod length in the ZN016× Zhijiang282 RIL population. Number of RILs = 119. Scale bar = 10 cm.

### Phenotypic analysis of pod length

Zhijiang282, the male parent of the RIL population, exhibited longer pods (mean = 47.0 cm) than the female parent ZN016 (mean = 31.9 cm) in all experiments. Among the RILs, pod length displayed a continuous distribution with the population means falling between the parental values (Figure 1c). Transgressive segregation was observed as some RILs exhibited a pod length outside the parental value range, suggesting the existence of intragenic (e.g. incomplete dominance or co‐dominance) or intergenic interactions. High correlation (0.7–0.82, *P *<* *0.001) was observed for pod length between different trials. The estimated broad‐sense heritability was 70.9% over the 2 years. A wider range of variation (12.3–74.5 cm) and a continuous distribution based on multiyear pod length data were observed for the diversity panel. Correlation coefficients between experiments ranged from 0.87 to 0.93 (*P *<* *0.001) for this population.

### iSelect genetic map construction and QTL mapping

At a LOD score of 10 for marker grouping, 7964 of the 7988 SNPs (99.7%) were mapped to 697 bins in 11 linkage groups (LGs) (Figure S1). This map, hereafter referred to as ‘ZZ map v.2’ in consistency with its earlier version (Xu *et al*., 2011a), covered 803.4 cM with an average distance between marker bins of 1.15 cM and an average density of 11.4 SNPs per bin. The length of individual LGs varied from 45.1 cM to 124 cM, and the average marker distance per LG ranged from 0.05 cM to 0.16 cM (Table S2). The map contained two gaps of >10 cM, located on LG1 and LG5, respectively.

Inclusive composite interval mapping identified two major QTLs for pod length under the additive model (ICIM‐ADD) (Figure 2a, Table 1). The larger effect QTL, designated as *Qpl.zaas‐3*, was mapped within a 1.3‐cM interval on LG3 between the markers *2_04960* and *2_02274* in all four experiments. The LOD scores in different experiments varied from 14.7 to 18.7, and the average phenotypic variance explained was 44%. A significant interaction of *Qpl.zaas‐3* with environment was also detected (Table 1), but its effect on phenotypic variance was small (8%). Another QTL spanning a 9.5‐cM interval on LG5 (*Qpl.zaas‐5* hereafter) was detected at a LOD score above 3 in the 2010HN trial, and above LOD = 6 in the 2009HN trial. It explained 11% of the phenotypic variance on average. Genome‐wide scan of digenic interactions identified four pairs of epistatic interactions, three interchromosomal and one intrachromosomal (Figure 2b). The phenotypic variance explained by the individual pairs of epistatic interactions ranged from 6.4% to 18.2%. No common epistatic interactions were detected across all four environments, and none of the loci involved in those epistatic interactions coincided with *Qpl.zaas‐3* or *Qpl.zaas‐5*.

**Figure 2:**
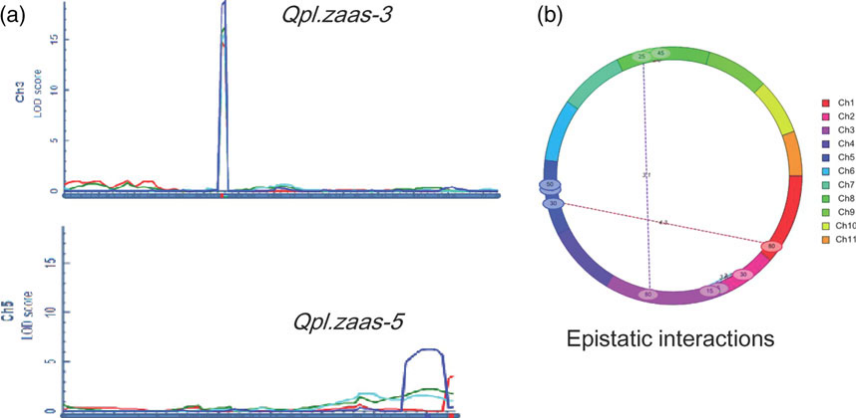
QTLs detected under the additive (a) and epistatic interaction (b) models implemented in QTL iCIMapping software. In (a), different colours represent results obtained from different trials. Dark blue: 2009HN; Red: 2010HN; Green: 2010SX; Light blue: 2009SX. Number of RILs for mapping = 119.

**Table 1:** QTLs detected with a LOD score ≥3 under the ICIM‐ADD model

QTL	LG	Position (cM)	Marker interval	Single environment				LOD.^c^A×E
				Environment	LOD	aPVE%	bAdditive	
*Qpl.zaas‐3*	3	44.8‐46.1	*2_04960‐2_02274*	2009HN	18.7	45.7	−3.8547	4.4
				2009SX	15.4	45	−3.398	
				2010HN	14.7	39.1	−2.6831	
				2010SX	16.1	46	−3.6866	
*Qpl.zaas‐5*	5	66‐75.5	*2_12600‐1_1130*	2009HN	6.3	13.7	−2.053	
				2010HN	3.6	7.8	−1.1896	

a PVE, phenotypic variation explained. Average proportion of variation explained.

b The negative additive effects indicated that ZN016 contributed the allele to a decrease in pod length.

c A by *E* effect, the additive and dominance × environment effect.

### Genetic diversity and population structure of the germplasm panel

The overall heterozygosity rate of the germplasm panel estimated with 30 211 high‐quality SNPs was 2.23%, fitting the expectation for inbred plant materials. Pairwise genetic distances between the 299 accessions ranged from 0.0003 to 0.5556, with a mean of 0.253. A model‐based clustering method identified two major subpopulations in the germplasm panel (Figure 3a, b, Table S1). Subpopulation 1 consisted of 79 accessions, including all nine American accessions, three of the four Filipino accessions and 67 Chinese accessions. The mean and median pod length in this subpopulation were 26.1 cm and 25.6 cm, respectively. All members of this subgroup except for seven Chinese accessions and two American accessions are grain types, and all the Chinese accessions are landraces. Subpopulation 2, consisting of 99 accessions with 98 from China and one from Thailand, had a mean and median pod length of 53.1 cm and 53.4 cm, respectively. All accessions from this subpopulation were typical vegetable cowpea accessions. The rest of the accessions with the probability of belonging to a subpopulation lower than 0.7 were grouped as ‘admixed’. Principal component analysis (PCA) supported the subgroup assignment of model‐based method in that the accessions assigned to subpopulations 1, 2 and the admixed group, in particular subpopulation 1, were well distinguishable along the first PC (*Y*‐axis, Figure 3c). The PCA result also revealed that the two subpopulations were mainly differentiated by pod length rather than by geographic origin or improvement status (Figure 3d, e, f), reinforcing the critical role of pod length in the diversification of cowpea. An unrooted neighbour‐joining tree constructed for subpopulation 1 and subpopulation 2 accessions showed a clear (albeit not perfect) branching between the short‐podded and long‐podded types (Figure 3g, Figure S2).

**Figure 3:**
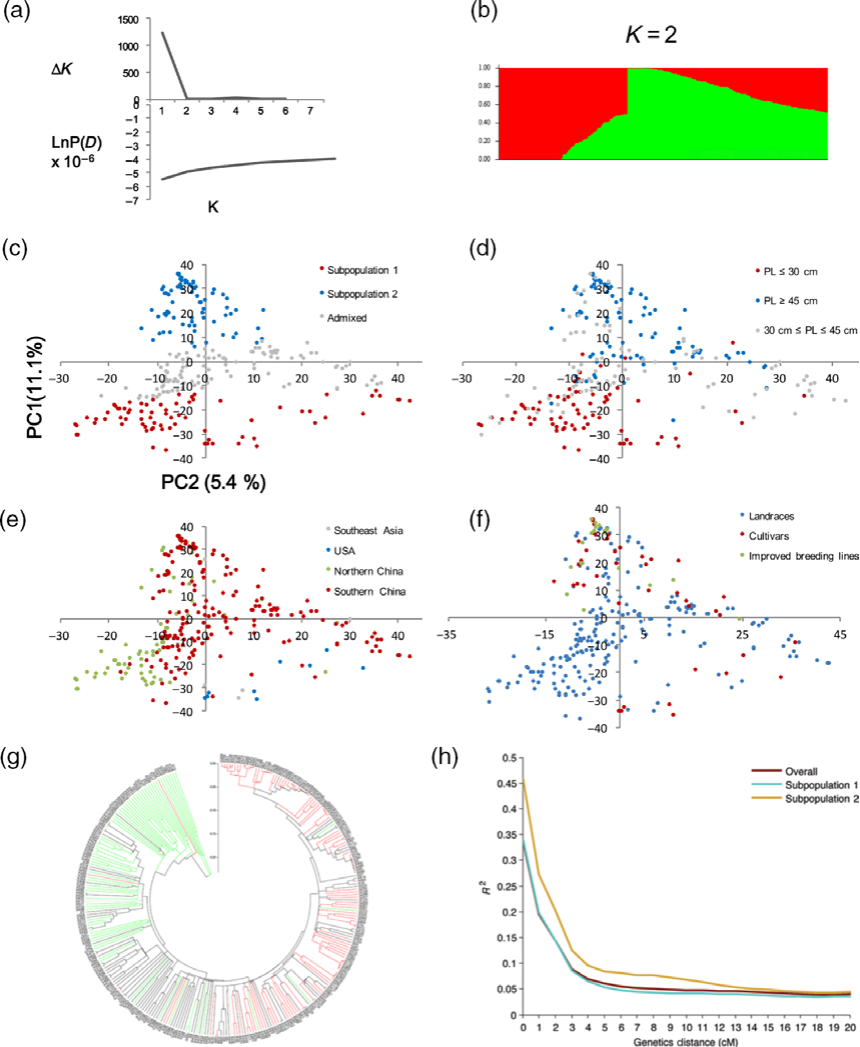
Subpopulation inference, principal component analysis (PCA) and dendrogram of the germplasm collection (299 accessions). (a) A plot of LnP(D) and delta K against K. Note that the scales for *Y*‐axis are not proportional above and under zero; (b) estimated population structure of the germplasm collection inferred at *K* = 2; c–f, display of PCA results with the accessions coloured by population subgrouping (c), pod length group (d), geographic origin (e) or breeding status (f); (g) an unrooted phylogenetic tree showing the dendrogram of all samples. Accessions with pod length shorter than 30 cm are marked in red, longer than 45 cm in green and between 30 and 45 cm in black; h, decay of linkage disequilibrium (LD) in all samples, subpopulation 1 and subpopulation 2. The strength of LD was measured by *r* ^2^.

### Genome‐wide association studies (GWAS) for pod length

Prior to GWAS, the extent of LD was analysed for the whole set of accessions and for each of the subpopulations. The LD decay (*r* ^2^ = 0.2) with genetic distance occurred at ~2 cM across the whole panel. LD decayed (cM values) faster in subpopulation 1 than in subpopulation 2 where more breeding lines were included (Figure 3h). GWAS was performed for pod length using a mixed‐linear model (MLM) method correcting for population structure and kinship. We identified 72 SNP loci associated with pod length, of which 55 had known map positions (Figure 4, Table S3). The 55 SNPs were distributed among nine of the 11 LGs, representing 16 SNP clusters. Observed phenotypic variation explained by a single SNP varied from 4.6% to 7.1%. The two significant SNP makers on LG3 coincided with *Qpl.zaas‐3*, which spans the region 51.87–54.99 cM on the cowpea consensus map (Muñoz‐Amatriaín *et al*., 2016).

**Figure 4:**
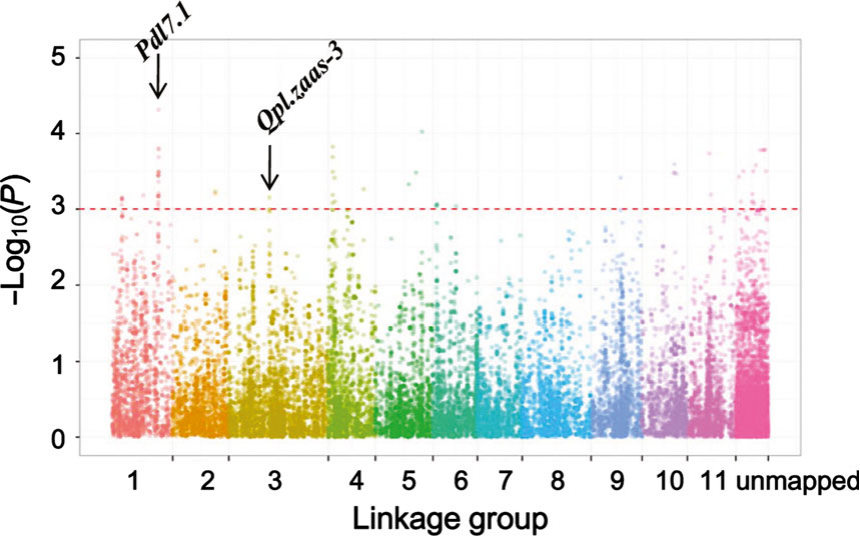
Manhattan plot displaying significant associations between SNP markers and pod length. The position of the major QTL *Qpl.zaas‐3* detected in single‐family QTL analysis in this study and the position of the major QTL *Pdl7.1* reported in Kongjaimun et al. (2012a) are indicated with black arrows. The horizontal axes indicate the consensus map position of each SNP while the vertical axes indicate the ‐log10 of the *P*‐values. The dash line indicates the threshold of 3. The false discovery rate (FDR) for significant SNPs is listed in Table S3.

### Population genome‐wide scan for selection signals

A genome‐wide scan of population differentiation index (*F*_ST_) and nucleotide diversity (π) was carried out first between the two subgene pools and then between the landraces and cultivars/breeding lines from subpopulation 2. Overall *F*_ST_ between subpopulation 1 and subpopulation 2 was 0.262 (Table S4), indicating a moderate population divergence. The mean π value in subpopulation 1 was 0.314, more than twice that of in subpopulation 2 (0.13, Table S4), suggesting a severe loss of genetic diversity in the vegetable cowpea subgene pool. A fine‐scale inspection of π and *F*_ST_ in a window sizing 0.15 cM (roughly 100 Kb of physical distance) with a step size of 0.03 cM across the genome revealed variations among and fluctuations across LGs, as expected. A total of 40.5 cM of differentiated genomic regions as indicated by *F*_ST_ outliers were determined between the two subgroups (*P *≤* *0.05, Figure 5a, Table S5), accounting for 4.6% of the total length of the genetic map. Selective sweeps as suggested by nucleotide diversity ratio (π_subpopulation1/subpopulation2_) outliers were detected in genomic regions totalling 15.33 cM in length, representing ~1.8% of the genome (*P *≤* *0.05, Figure 5a, Table S5). When comparing the locations of these regions with 42 reported SNP‐tagged qualitative genes/QTLs governing domestication/resistance traits (Table S6) and 55 pod length‐associated SNPs identified in this study, many of them were found to be overlapping (Figure 5a). Given the very small portion of the genome tagged as diverged and selected regions, the coincidences are unlikely to occur by chance alone. Among these overlapping regions, ten were related to pod length. The remaining seven regions harbour genes/QTLs governing many other traits such as seed size, seed coat colour, flower colour, leaf shape and root‐knot nematode resistance. As the two subgene pools under investigation are predominantly comprised of grain and vegetable cowpeas, respectively, our results may suggest that domestication of the vegetable cowpea was accompanied by selection for both pod length and other domestication/resistance traits.

**Figure 5:**
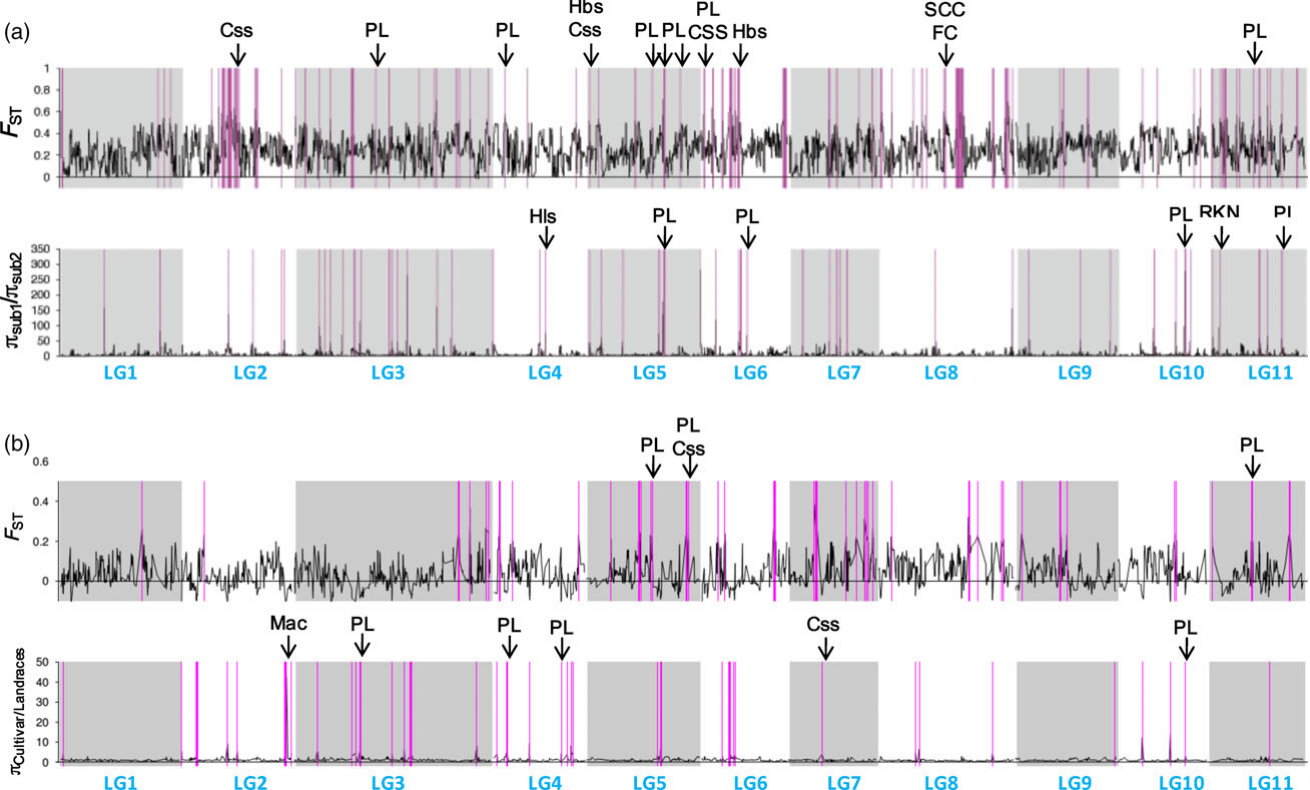
Genome scan for *F*_ST_ and π ratio. For (a), the parameters were calculated between the two subgene pools and for (b) between the cultivars/breeding lines and landraces of subpopulation 2. Both parameters were first calculated at each SNP site and then were averaged and plotted via a kernel‐smoothing moving method that took 0.15 cM sliding windows with 0.03 cM steps to generate genome‐wide distributions. A bootstrap resampling technique was applied for assigning significance threshold values. One million replicates were run for each statistic. Putative selective signal regions (outliers of *F*_ST_ and π ratio, *P *≤* *0.05) are highlighted in purple. Qualitative genes/QTLs overlapping with the selective signals are marked with black arrows. PL: pod length; Hbs: heat‐induced brown discoloration of seed coats; RKN: resistance to root‐knot nematodes; SSC: seed coat colour; FC: flower colour; Css: seed size; Hls: hastate leaf shape; Mac: resistance to *Macrophomina phaseolina*.

*F*_ST_ and π ratio outliers between landraces and cultivars are considered to be indicative of selective signals during crop improvement after domestication (Shi and Lai, 2015). Our *F*_ST_ outliers analysis between landraces and cultivars/breeding lines in subpopulation 2 revealed a total of 16.32 cM of differentiated genome regions (*P *≤* *0.05, Figure 5b). Selective sweeps (π_cultivars/_π_landraces_ outliers) were detected in genome regions totalling 13.74 cM in length. Seven of these regions were found to be coincident with pod length QTLs, and only three with QTLs controlling other traits. These results suggest that pod length appears to be the primary selection target during improvement of vegetable cowpea after its domestication. Among the seven regions overlapping with pod length QTLs, two were specific to the improvement process.

### Growth kinetics and histological analysis of the long and short pods

The genotypic differences of pod length might result either from different cell size or from cell number. To elucidate this, cell diameters were measured for sectioned pods among three genotypes representing the long‐ (Zhijiang282), medium‐ (ZN016) and short‐podded (G314) genotypes, respectively. Their growth kinetics after anthesis are shown in Figure 6a. We found that Zhijiang282 reached a stable pod length much later than G314, with ZN016 being intermediate. This indicates more durable pod growth activity in Zhijiang282. At the early stage of postanthesis (1 dpa) during pod elongation, the cell diameters were similar among genotypes (Figure 6b, c). At the later stages (5 dpa and 10 dpa), Zhijiang282 did not show more elongated or enlarged cells, but rather had a similar or even smaller cell sizes than the shorter‐pod lines. This phenomenon was explained by the slower growth rate of pods in Zhijiang282 and suggested that the eventually long‐pod phenotype in Zhijiang282 was due primarily to more durable cell proliferation rather than to cell elongation/enlargement.

**Figure 6:**
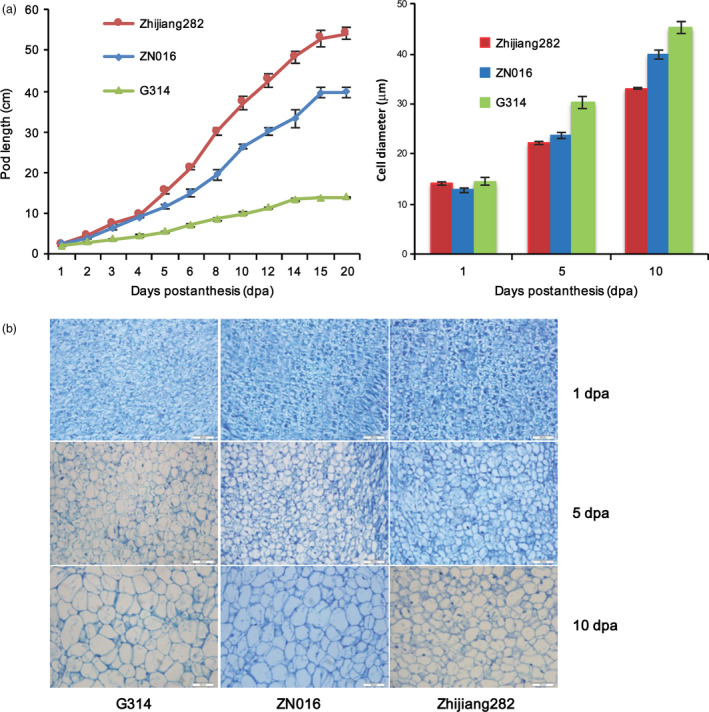
Growth kinetics and cellular morphology of sectioned pods in three genotypes. (a) kinetics of pod elongation after anthesis (left panel) and cell diameters measured at different dpa, *n* = 20 (right panel); (b) longitudinally sectioned pod cells at different dpa. Error bars indicate SE. Scale bar = 50 μm.

### Comparative transcriptomic analysis between the long‐ and short‐pod pools

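RNA from developing pods, collected 3 to 5 days after pollination, was pooled from 7 long-pod genotypes and, separately, from 7 short-pod genotypes. Each pool was hybridized to 3 arrays of a custom Agilent design with 117746 different probes of 60 bases for 29471 cowpea unigenes, which are assembled transcript sequences named UP12 and a number. Both pod pools were labelled with Cy5. The sample labels give a second RNA, labelled with Cy3, on every array: whole flowers on the long-pod arrays and immature seeds on the short-pod arrays. The authors deposited the scanner output of each array, in intensity units, and a table of normalized log2 values per unigene. The values reported here started from the Cy5 processed signal of the scanner software, which is corrected for background and scaled against the Cy3 channel of the same array. The log2 signal was averaged over the spots of a probe and lowered by the 75th percentile of its array, and the median over the probes of a unigene was taken. Between 88.0% and 90.8% of the spots of an array were well above background in Cy5, and 0 spots were saturated. The 3 arrays of a pool are technical replicates of 1 RNA pool. Errors and tests therefore cover hybridization and not the variation between plants or genotypes, and the small number of arrays limits their precision. All 3 long-pod arrays lay on 1 slide and all 3 short-pod arrays on another, so the pool, the slide and the co-hybridized tissue cannot be told apart. Differences are given as long-pod minus short-pod log2 values, so that positive values are higher in the long-pod pool. They were tested with limma, with Benjamini-Hochberg adjustment over all 29471 unigenes, and a unigene was called at a fold change of at least 2 and an adjusted p of at most 0.05.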

Custom microarray hybridizations of a long‐pod and a short‐pod pool were performed to reveal the gene regulatory basis underlying pod length differences. Three technical replicates were included and showed a high consistency between each other (pairwise correlation coefficients ranged from 0.931 to 0.997, Figure S3). 

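Across the 29471 unigenes, Pearson's r between the log2 values of technical replicate arrays was 0.998 for replicates 1 and 2 of the long-pod pool, 0.990 for replicates 1 and 3 and 0.991 for replicates 2 and 3. In the short-pod pool, the corresponding values were 0.999, 0.995 and 0.996. An array of the long-pod pool and an array of the short-pod pool correlated with r between 0.968 and 0.977, below every pair within a pool. Unigenes are not independent replicates, so no p-value is attached to these correlations. The lowest correlation within a pool was 0.987 when unigenes dim in both pools were left out, the lowest value among the alternatives tried.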

A total of 873 and 1228 genes were found to be more abundantly expressed in long‐pod and short‐pod pools, respectively (fold change ≥2, FDR ≤ 0.05, Table S7). 

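Of 29471 unigenes tested with limma, 1256 were called higher in the long-pod pool and 1585 were called higher in the short-pod pool (n = 3 technical replicate arrays of 1 pool each). The median fold change was 2.38 among the former and 2.81 among the latter, fitted values that include unigenes too dim in 1 pool for an exact fold change. Among the called unigenes, 56 of those higher in the long-pod pool were not well above background on any short-pod array, and 152 of those higher in the short-pod pool were not well above background on any long-pod array. Another 19 called unigenes were not well above background on any array of either pool. Of the 2840 called unigenes with more than 1 probe, 2535 had all probes changed in the same direction, and 22 had probes changed at least 2-fold in both directions. The count for the long-pod pool moved most, to 442, with 1417 for the short-pod pool, in a limma fit of both dye channels. That fit used normexp background correction with an offset of 50 and loess normalization within arrays. Of the 2101 unigenes in Table S7, 1868 were called here in the same direction, and 973 called unigenes are not in that table. Across the Table S7 unigenes, r between the log2 fold changes of that table and those computed here was 0.974.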

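The largest changes among unigenes well above background on all 6 arrays were on the side of the short-pod pool. UP12_1846, listed in Table S7 as an acidic endochitinase, had a mean log2 value of -6.27 ± 0.0695 (SD, n = 3 technical replicate arrays of 1 pool) in the long-pod pool and 2.57 ± 0.331 (SD) in the short-pod pool, a difference of -8.83 (SE 0.170). Its limma adjusted p was 4.71e-08. UP12_2855, listed as pumilio 6, differed by -8.31 (SE 0.154, limma adjusted p = 3.89e-08). Next came UP12_1076 (difference -7.12), UP12_19860 (-6.74) and UP12_1 (-6.63). The 4 probes of UP12_19860 ranged from -9.74 to 0.18, so that its median does not describe each of its probes. UP12_1846, UP12_2855, UP12_1076 and UP12_1 have numbers below 4000, where Table S7 names the same 2 proteins for 44.4% (below 2000) and 46.9% (from 2000) of its unigenes. On the side of the long-pod pool, the first by size was UP12_25795, listed as lipoxygenase 1, with a difference of 4.99 (SE 0.610, limma adjusted p = 0.000498). Its values on replicate 3 lay apart from those of the other replicates in both pools, and its probes ranged from 0.39 to 5.53. With each array left out in turn, its difference ranged from 4.60 to 5.70, the highest without long-pod replicate 3. UP12_21611, listed as LATE MERISTEM IDENTITY2, was higher by 4.44 (SE 0.107, limma adjusted p = 1.26e-07), with probes between 4.33 and 4.48. UP12_28553 (4.40), UP12_28262 (3.95) and UP12_8649 (3.74) followed. The mean over probes (4.42 against 3.33) and the authors' values (4.42 against 4.31) put UP12_21611 above UP12_25795. So did the mean spot signal (4.11 against 3.66), normexp without dye normalization (4.03 against 3.39) and the fit of both dye channels (3.86 against 2.85). Under the other alternatives, UP12_25795 stayed above UP12_21611. The differences of UP12_25795, UP12_28262 and UP12_8649 were 2.85, 1.44 and 2.01 in the fit of both dye channels, and 3.39, 2.09 and 2.48 with normexp background correction and no dye normalization. In the Cy3 channel of the same arrays, these 3 unigenes were higher in flowers than in seeds by 7.91, 11.93 and 7.85. UP12_28262 was well above background on only 1 of the 3 seed arrays, so the size of its difference, 11.93, is uncertain. For UP12_1076 and UP12_19860, the fit of both dye channels gave -5.12 and -4.60. Every array of one pool was above every array of the other for each of these 10 unigenes, which is part of how they were chosen. The unigenes with the largest fold changes in Table S7 on the side of the short-pod pool, UP12_29428 and UP12_6972, were not well above background on any long-pod array. Measured against the lowest signal that was well above background, UP12_29428 was at least 196-fold and UP12_6972 at least 35.4-fold lower in the long-pod pool. These bounds were computed on Cy5 values after normexp background correction with an offset of 50, loess and Aquantile normalization. They are not on the scale of the fold changes in Table S7.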

*SWEETIE*, encoding a glycosyl transferase known to involve in the regulation of sugar flux (Veyres *et al*., 2008), was found among the top differentially expressed genes (DEGs). It suggests that sugar signalling is involved in pod length regulation. 

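In Table S7, 2 unigenes are annotated as protein SWEETIE. UP12_24538 had a mean log2 value of -5.03 ± 0.543 (SD, n = 3 technical replicate arrays of 1 pool) in the long-pod pool and -10.32 ± 0.169 (SD, n = 3) in the short-pod pool. The fitted difference was 5.30 (SE 0.250, limma adjusted p = 3.22e-06). Its probes were not well above background on any short-pod array, so the size of the difference is known only as a limit. Against the lowest signal that was well above background, UP12_24538 was at least 3.64-fold higher in the long-pod pool. This bound was computed on Cy5 values after normexp background correction with an offset of 50, loess and Aquantile normalization. The offset shrinks the fold changes of dim unigenes, and the fit of both dye channels, on the same values, gave 4.35-fold. The bound is therefore not on the scale of the 5.30 or of the paper's reported fold change, 39.2. The 3 probes of UP12_24538 start 1 base apart and read essentially 1 stretch of the transcript. In the Cy3 channel, the same unigene was well above background on all 3 arrays of flowers and all 3 of seeds. The fitted difference was smallest, 2.12, in the fit of both dye channels. UP12_24537 was well above background on all 6 arrays, with -3.84 ± 0.168 (SD, n = 3) in the long-pod pool and -5.58 ± 0.0980 (SD, n = 3) in the short-pod pool. Its difference was 1.74 (SE 0.129, limma adjusted p = 3.65e-05), and the paper's reported fold change is 4.46. This difference was smallest, 1.16 (2.24-fold), in the fit of both dye channels, and 1.24 (2.37-fold) with normexp background correction and no dye normalization. The 4 probes of UP12_24537 differed by 1.12, 1.57, 1.44 and 4.50, in the order of their place in the transcript. The first 3 overlap, with starts at bases 149, 154 and 167, and the fourth starts at base 351, so these are 2 stretches of the transcript with unlike differences and not 4 independent readings. With each array left out in turn, the difference ranged from 4.99 to 5.49 for UP12_24538 and from 1.64 to 1.80 for UP12_24537.

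**Figure D1:**
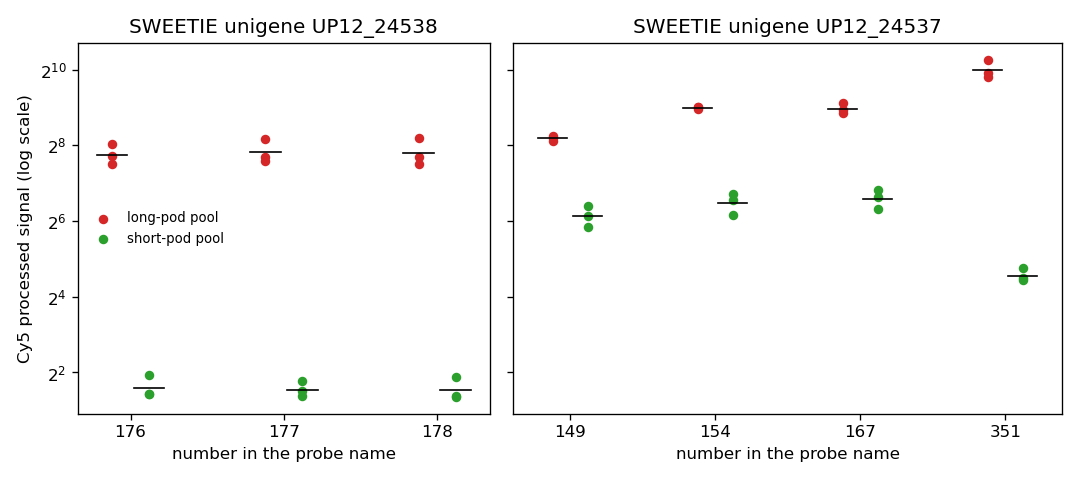
Cy5 processed signal (intensity units, log scale, before scaling to the array percentile) of each probe of the SWEETIE unigenes UP12_24538 and UP12_24537; points are arrays, black lines their geometric means, and the horizontal axis gives the number in the probe name. All 3 long-pod arrays lie above all 3 short-pod arrays at every probe, and the short-pod signals of UP12_24538 lie between 2.56 and 3.81.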

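Table S7 holds 7 further unigenes annotated as SWEET sugar transporters, sucrose synthase or beta-fructofuranosidase, and all 7 were called here, 4 higher in the long-pod pool and 3 higher in the short-pod pool. The count was also 7 adjusted over the list alone; the list comes from genes the paper called on these arrays and is therefore not independent evidence. UP12_19120, listed as SWEET10, was higher in the long-pod pool by 2.74 (SE 0.172, limma adjusted p = 1.56e-05, n = 3 technical replicate arrays of 1 pool). UP12_19127, also listed as SWEET10, was higher by 1.55 (SE 0.144, limma adjusted p = 0.000120), and the sucrose synthase 2 unigenes UP12_27100 and UP12_27101 by 1.37 and 1.30. The differences of the beta-fructofuranosidase UP12_24115 and of UP12_29496, listed as SWEET2, were -1.15 and -1.14. UP12_1912, listed as SWEET10 and counted among the 3 higher in the short-pod pool, differed by -1.32. It has a number below 2000, where Table S7 names the same 2 proteins for 44.4% of its unigenes. Sorted as text, its name comes directly before UP12_19120, which has the same annotation, so SWEET10 may not describe UP12_1912. UP12_29496 fell short of a 2-fold change with short-pod replicate 3 left out, at -0.99. With normexp background correction and no dye normalization, UP12_27101 and UP12_29496 fell short of it, at 0.99 and -0.96, and in the fit of both dye channels they did so at 0.93 and -0.95.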

Gene ontology (GO) enrichment analysis of the DEGs revealed that GO terms including ‘mitotic cell cycle process’, ‘cytokinesis by cell plate formation’ and ‘cyclin‐dependent protein serine/threonine kinase regulator activity’ were significantly enriched (Table S8). This conformed to the results of histological analysis and suggests a role of cell division in pod length regulation. Additionally, the enrichment of ‘gibberellin mediated signalling pathway’, ‘nutrient reservoir activity’ and ‘response to carbon dioxide’ indicates that hormonal and nutritional signalling are also important mechanisms related to pod length control.

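Table S8 gives the members of each term by the description of an Arabidopsis protein, so unigenes of Table S7 were matched by an annotation equal to such a description. For the 3 cell division terms, 5 unigenes were matched, and all had higher mean values in the long-pod pool. UP12_26854, a kinesin motor protein-like protein, differed by 1.80 (SE 0.175, limma adjusted p = 0.000157, n = 3 technical replicate arrays of 1 pool). UP12_28321, a subunit of the condensation complex, differed by 1.44 (SE 0.117, limma adjusted p = 5.89e-05). UP12_22214, a kinase with a Mad3-BUB1 domain, differed by 1.43 (SE 0.104, limma adjusted p = 3.28e-05). UP12_26500, cyclin-B2-3, differed by 1.15 (SE 0.154, limma adjusted p = 0.000803), and by 0.97, short of a 2-fold change, in the fit of both dye channels. UP12_26853, a kinesin motor protein-like protein, differed by 0.94 (SE 0.113, limma adjusted p = 0.000447), short of the 2-fold threshold, which it passed with the mean of its probes in place of the median, at 1.05. Its difference was smaller with normexp background correction and no dye normalization, at 0.58, and in the fit of both dye channels, at 0.35. The number called was 4, and also 4 adjusted over the list alone, a list taken from genes the paper called on these arrays and so not independent evidence. Of the 25 unigenes of Table S7 whose annotation holds a word of cell division, such as cyclin, kinesin or microtubule, 24 were called here, 18 higher in the long-pod pool and 6 higher in the short-pod pool, with differences between -4.42 and 1.80. From the enrichment of these terms among the DEGs and its histological results, the paper proposes a role of cell division in pod length regulation.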

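For 'nutrient reservoir activity', 3 descriptions in Table S8 equal annotations in Table S7, and the 3 unigenes that carry them were higher in the short-pod pool. UP12_27453, phospholipase A 2A, differed by -2.56 (SE 0.219, limma adjusted p = 7.62e-05, n = 3 technical replicate arrays of 1 pool). Its 4 probes ranged from -3.25 to -0.13. UP12_22607, an acyl transferase/acyl hydrolase/lysophospholipase-like protein, differed by -1.98 (SE 0.161, limma adjusted p = 5.85e-05). UP12_20430, listed as a germin-like protein, differed by -1.73 (SE 0.207, limma adjusted p = 0.000447), and was well above background on 1 of the 3 long-pod arrays. With normexp background correction and no dye normalization, its difference was -0.80, short of a 2-fold change, and in the fit of both dye channels it was -0.73. The number called was 3, and also 3 adjusted over the list alone, which comes from genes the paper called on these arrays and is not independent evidence. For 'gibberellin mediated signalling pathway', 5 usable descriptions were listed in whole in Table S8, and 0 of them equal an annotation in Table S7. For 'response to carbon dioxide' the numbers were 3 and 0, so no unigene could be followed for these terms.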

## Discussion

The past decade has witnessed significant advances in genome research for cowpea including asparagus bean (e.g. Kongjaimun *et al*., 2012a,b; Muchero *et al*., 2009; Xu *et al*., 2012). Here, we used the Cowpea iSelect Consortium Array to genotype a RIL population and a large association panel for asparagus bean to map QTLs controlling pod length. Our results, in line with previous studies (Kongjaimun *et al*., 2012a; Vidya *et al*., 2002), show a high heritability of pod length in asparagus bean, suggesting that the use of marker‐assisted selection (MAS) in the improvement of this trait in early generations is feasible. Consistent also with previous studies (Hazra *et al*., 2007; Rashwan, 2010), we found that additive effects serve as the major genetic basis for pod length. In particular, the ‘one major QTL + minor QTLs’ mode of pod length determination as discovered in our intervarietal population is similar to the case in an asparagus bean × grain cowpea population (Kongjaimun *et al*., 2012a). It is interesting to note that in some other related *Vigna* species such as azuki bean (Isemura *et al*., 2007), rice bean (Isemura *et al*., 2010) and mung bean, a similar mode of pod length inheritance was reported. Nevertheless, the extremely broad variability of pod length has been only observed in cowpea. This implies the occurrence of species‐specific mutations in pod length genes in *V. unguiculata*. By incorporating a broader range of genetic variations available in the germplasm collection, the GWAS analysis uncovered additional QTLs associated with pod length. *Qpl.zaas‐3*, the major QTL detected in the biparental RIL mapping study, was also detected by GWAS. Due to a shared SSR marker (cp07863) between the earlier version of the ZZ map (Xu *et al*., 2011b) and the Kongjaimun *et al*. (2012a) genetic map, we found that the major QTL *Pdl7.1* reported in Kongjaimun *et al*. (2012a) was coincident with a cluster of significant SNPs on LG1 in our study (Figure 4). Some other highly significant SNP clusters (e.g. on LG4, 5, 10 and 11) may represent novel pod length QTLs. Besides additive gene effects, epistasis as part of the genetic components affecting pod length was also disclosed, suggesting the feasibility of utilizing heterosis in breeding programmes targeting pod length.

It is a common phenomenon that QTLs governing different domestication traits are linked or are involved in pleiotropic effects. In cowpea, tightly linked or pleiotropic QTLs were reported for pod length, plant height, seed size, flowering time, seed coat colour, flower colour and other traits (Peksen, 2004; Ubi *et al*., 2000; Xu *et al*., 2011b, 2013). Among the QTLs detected in our population, *Qpl.zaas‐3* overlaps a previously mapped major QTL for pod number per plant (*Qpn.zaas‐3*, Xu *et al*., 2013), which could explain the long‐standing findings of strong correlation between the two traits (Aggarwal *et al*., 1982; Bapna *et al*., 1972). Recently, extensive co‐localizations of QTLs controlling pod tenderness and pod length were also reported (Kongjaimun *et al*., 2013), pointing to the co‐domestication of agricultural traits in vegetable cowpea.

Population structure analyses suggested a general division of the grain cowpea and vegetable cowpea subgene pools among the investigated diversity panel. Based on comparative analysis of known QTLs and putative selective signals during vegetable cowpea domestication and improvement, we were able to tentatively propose a model for the diversification of grain and vegetable cowpea (Figure 7). We assume that founder germplasm of vegetable cowpea, after being introduced into the place of their domestication in Asia, was naturally or artificially selected for both pod length and many other domestication/resistance traits important to its adaptation to the local target agro‐ecosystem. The long‐lasting wet season in Asia must have favoured vegetative growth, and thus late maturing and pest/disease‐resistant cowpea became more adapted. The domesticated landrace vegetable cowpea may have then undergone further intensive selections towards increased pod length, leading to the present‐day asparagus bean. This may partly be owing to the fact that cowpea varieties with longer soft pods are more attractive to local consumers and growers due to cooking convenience and higher yield contribution (Umaharan *et al*., 1997). During this process, severe loss of genetic diversity would have occurred, resulting in the low genetic diversity in asparagus bean. Hence, restoring specific beneficial or favourable alleles in the current asparagus bean varieties and breeding lines may require introgression from landrace asparagus bean lines or grain‐type cowpeas.

**Figure 7:**
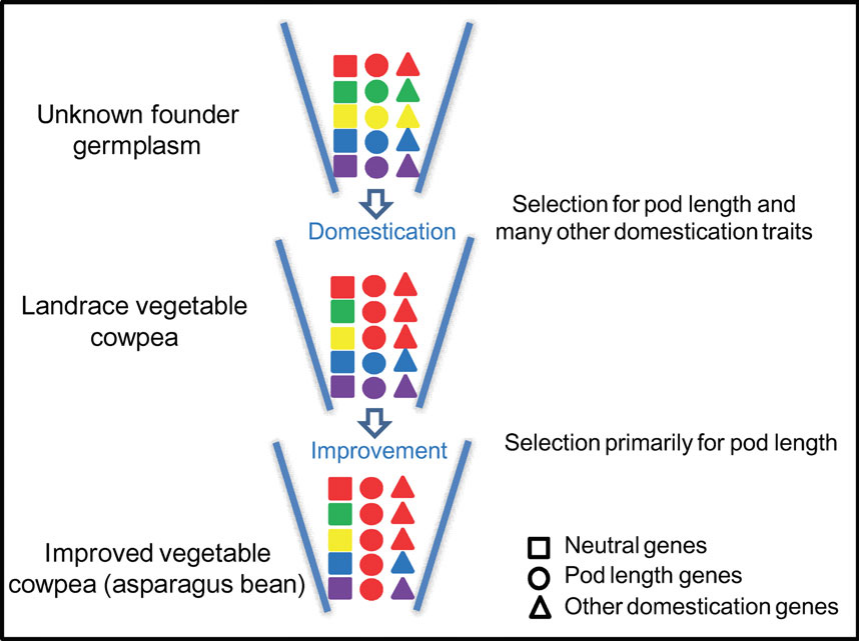
A graphical model depicting the signatures of natural or artificial selection driving the diversification of grain and vegetable cowpea. Different colours represent genetic diversity. We assume that the founder germplasm of vegetable cowpea was naturally or artificially selected for many domestication and resistance traits including pod length; the domesticated vegetable cowpea may have then undergone further selections towards pod length primarily, leading to the present‐day asparagus bean.

Our study provides novel insights into the diversification of cowpea selected for vegetable and grain uses. Nevertheless, several caveats should be mentioned regarding the interpretation of our results due to technical limitations. First, we used a fixed SNP chip (albeit high genome coverage and density) for genotyping which may suffer from ascertainment bias (Albrechtsen *et al*., 2010). However, asparagus beans were included in the SNP discovery panel (Muñoz‐Amatriaín *et al*., 2016). Also, the impact of a possible ascertainment biases on our results may be low because one of the key statistics, *F*_ST_, used in this study was reported to be ‘tolerant’ to ascertainment bias (Albrechtsen *et al*., 2010). Second, the uneven distribution of the markers on the genetic map and co‐segregation of physically distant loci may confound the results. Therefore, drawing a more conclusive picture of the domestication history of vegetable cowpea will benefit from whole genome (re‐)sequencing studies. In the near future, a complete cowpea reference genome is expected to enable identification of causal genes from the QTL regions. The analysis of pod development and its transcriptional regulations conducted in this study will be of particular use for such task as it provides biological information complementary to genetic analyses. Another interesting future work is to measure the dynamic behaviour of pod length for all individuals from the mapping population. These data, when integrated into a functional mapping framework (Wu and Lin, 2006), will provide new insights into the developmental genetic mechanisms of pod length.

## Experimental procedures

### Plant materials and growth conditions

The population used in genetic mapping included 132 recombinant inbred lines (F_6:8_, ‘ZZ’ population) developed by single‐seed descent from the cross ‘ZN016’ × ‘Zhijiang282’. ‘ZN016’ is a landrace vegetable cowpea accession originating from southern China with medium‐long pods (~38 cm) while ‘Zhijiang282’ is a typical asparagus bean cultivar with long pods (~55 cm, Figure 1a). Field experiments were carried out in two consecutive years (2009 and 2010), each in two locations, that is Haining County (HN, 30°32′N, 120°41′E) and Shaoxing County (SX, 29°43′N, 120°14′E). Each experiment had two replicates, except for SX2009 with one replicate. Eight to ten seeds per line were sown every 28 cm in 25‐m‐long plots on rows 75 cm apart, but only four uniform seedlings were retained per line after seedling emergence due to the size and trailing habit of the adult plants. The plots were spaced by 50 cm to avoid border effect. A set of 299 cowpea accessions, either grain or vegetable type, was used as the diversity panel (Table S1, Figure 1b). The accession ‘G93’ was sampled twice in order to provide an internal control of data quality, leading to a total sample number of 300. The plants were grown in HN in 2014 and 2015 for pod length measurement, with two replicates in each experiment. Growth conditions and field management were similar to those for the RIL population.

### DNA extraction, SNP genotyping and raw data processing

Genomic DNA was extracted from leaves of field‐grown plants 1 month after sowing using DNeasy Plant DNA miniprep kits (Qiagen, Hilden, Germany). Standardized DNA for the samples, the majority at a concentration of 50 ng/μL and a small fraction 10–30 ng/μL were hybridized to the Cowpea iSelect Consortium Array according to the standard protocol. Single‐base extension was performed and the chips were scanned using the Illumina iScan. Image files were saved for cluster file analysis. The clustering algorithm of GenomeStudio Genotyping Module (V 1.9.4, Illumina, Inc.) was used for SNP calling. To increase the accuracy of the clustering algorithm, additional samples including synthetic heterozygous were added to the workspace. Polymorphic SNPs were identified based on Illumina GenTrain score (proximity of clusters) and call frequencies across samples. All markers were manually inspected and curated based on manufacturer's best‐practice instructions. All marker sequences can be retrieved from the HarvEST database (http://harvest.ucr.edu) and detailed information from Muñoz‐Amatriaín *et al*. (2016).

### Linkage mapping

Linkage mapping of the SNP markers was performed with MSTmap (Wu *et al*., 2008). Before computing the marker orders and distances, SNPs were filtered using the following criteria: missing call rate ≤20% (equivalent to a minimum effective population size of 106), heterozygous call rate ≤10% and minor allele frequency (MAF) ≥0.25. Critical parameters for mapping were as follows: population type = RIL at generation 6; no. of mapping size threshold = 2; no. of mapping distance threshold = 15 cM; no. of mapping missing threshold = 25%; genetic mapping function = Kosambi; try to detect genotyping errors = no.

### Phenotyping

Pod length was phenotyped by measuring the distance from the peduncle connection point to the apex of the pod. Ten representative pods were measured per line, and the data were averaged.

### QTL mapping

QTL IciMapping V4.0 (Wang *et al*., 2014) was used to perform inclusive composite interval mapping (ICIM‐ADD) for pod length. Critical mapping parameters were as follows: step size = 1 cM, PIN = 0.001. A LOD threshold of three was used to determine major QTLs. The ICIM‐EPI function implemented in the software was used to scan for QTL interactions with a LOD threshold of three. QTLs × environment interactions were detected under the ‘multi‐environmental trials’ mode with a LOD score threshold of three. QTLs detected in different environments within same, adjacent or overlapping marker intervals were designated as the same.

### Diversity, population structure and kinship analyses

Pairwise genetic distances were calculated using TASSEL 5.1 (Bradbury *et al*., 2007) based on 30 211 SNPs, which was a subset of the 49 194 technically successful SNPs after filtration with the following criteria: missing call rate ≤20%, heterozygous call rate ≤20% and MAF ≥ 0.01. Population structure was inferred using a two‐step procedure. Firstly, we ran the software STRUCTURE 2.3.4 (Pritchard *et al*., 2000) under the ‘admixture model’ with a burn‐in period of 100 000 followed by 100 000 replications of Markov chain Monte Carlo with 2320 SNPs each with a discrete map position on the latest cowpea consensus map (Muñoz‐Amatriaín *et al*., 2016). Five independent runs each were performed with the number of clusters (K) varying from 1 to 8. The Evanno method (Evanno *et al*., 2005) was used to determine the optimal K for subgrouping. Next, the software FastStructure (Raj *et al*., 2014) that enables time‐efficient handling of a large number of markers was used to run all the 30 211 SNPs at the optimal K to give the whole genome ancestry estimates (Q‐matrix). Lines with a probability of membership ≥70% were assigned to a subgroup (otherwise, ‘admixed’). Relative kinship matrix was generated using the same set of 30 211 SNP markers with TASSEL 5.1. The neighbour‐joining tree was generated by MEGA5 based on genetic distance data (Tamura *et al*., 2011). LD was measured by calculating the square value of correlation coefficient (*r* ^2^) between each SNP pair.

### Genome‐wide trait–marker association study (GWAS)

A trait–marker association analysis was performed using Tassel 5.1 under a mixed‐linear model (MLM) that corrects for both population structure (Q) and relative kinship (K). The phenotypic data used were a combined set of field data from multiple experiments. Significant SNPs were defined if showing a minus log10‐transformed *P *≥* *3. The FDR multiple test correction was performed using the software QVALUE (Storey, 2002). SNPs with a genetic distance less than 2 cM were considered to be in a LD extension block and belong to the same SNP cluster.

### Population genomic parameters calculation and scanning across the genome

Nucleotide diversity (π) was calculated using the formula $\pi =1-\sum_{i}\left(\begin{array}{c} n_{i}\\ 2 \end{array}\right)/\left(\begin{array}{c} n\\ 2 \end{array}\right)$, where *n*_*i*_ denotes the count of allele *i* and *n *= Σ *n*_*i*_. Population differentiation index (*F*_ST_) was estimated adapting the formula $F_{\mathrm{ST}}=1-\frac{\sum_{j}\left(\begin{array}{c} n_{j}\\ 2 \end{array}\right)\pi_{j}}{\pi \cdot \sum_{j}\left(\begin{array}{c} n_{j}\\ 2 \end{array}\right)}$ that accounts for unbalanced population sizes according to Nielsen *et al*. (2009). These parameters were first calculated at each of the 25 873 SNP site mapped onto the cowpea consensus map and then were averaged and plotted via a kernel‐smoothing moving method that took 0.15 cM sliding windows with 0.03 cM steps to generate genome‐wide distributions. With the estimated cowpea genome size of 630 Mb and the consensus genetic map length of 837.11 cM, the window and the sliding step size roughly equalled 100 Kb and 20 Kb of physical distances, respectively. Wherever the π value as denominator was zero, the corresponding *F*_ST_ value was replaced with the genomic mean. The method for assigning significance threshold values was based on a bootstrap resampling technique as described in Hohenlohe *et al*. (2010). One million replicates were run for each statistic.

### Comparative analysis of known genes/QTLs and putative selective signals

Map position information of known qualitative genes or QTLs governing domestication and resistance traits in cowpea was assembled from a literature search. Only genes/QTLs tagged by SNP markers that are comparable to our marker system were used in the analysis. SNP markers reported to be tightly linked to qualitative genes or located around the peak regions of QTLs were extracted. A coincidence between a known gene/QTL and a selective signal was declared if the SNP markers fell into the outlier window regions of *F*_ST_ or π ratio. If the known QTLs (or single associated SNPs) were detected by GWAS, their coincidence with a selective signal was determined by the overlap of the LD block where the SNP resides (2 cM downstream and upstream of the significant SNP) and the window region of the selective signal.

### Pod growth kinetics assay, paraffin sectioning and histological analysis

Pod samples collected at 1, 5 and 10 dpa were fixed in FAA (5 mL 38% formalin: 5 mL glacialacetic acid: 90 mL 70% alcohol) for 24 h and then dehydrated in a graded ethanol series, substituted with 1‐butanol and embedded in Paraplast Plus. The samples were sectioned longitudinally at 4 μm thick using a rotary microtome (RM2135,LEICA). The sections were stained with methylene blue and observed under a light microscope (BH2, OLYMPUS). For cell diameter comparison, ten cells from each sample were measured and the data averaged.

### Custom cDNA microarray construction, hybridization and data processing

A custom Agilent microarray targeting 29 471 cowpea unigenes was transferred from a previous Roche NimbleGen cowpea microarray (Xu *et al*., 2015). Hybridizations were performed for long‐pod pools and short‐pod pools, each consisting of RNA from seven independent genotypes, in three replicates. Details of the 14 genotypes used for pooling can be found in Table S1. 

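In Table S1, 7 genotypes are marked as part of the short-pod pool, with pod lengths from 12.3 to 16.0 cm, and 7 as part of the long-pod pool, with pod lengths from 53.0 to 72.8 cm; these lengths are the paper's. All 7 short-pod genotypes are of the grain type and belong to subpopulation 1. All 7 long-pod genotypes are of the vegetable type, 4 of them in subpopulation 2 and 3 admixed. Pod length, usage type and subpopulation therefore change together between the pools, and their shares in the expression differences cannot be told apart on these arrays.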

Methods for RNA extraction, purification and quantification were as described in Xu *et al*. (2015). All cDNA were labelled with the fluorescent dye Cy5‐dCTP using cRNA amplification and labelling kit (CapitalBio, Beijing, China). Array hybridization, washing and image scanning were conducted according to the manufacturer's instructions. The raw data were summarized and normalized using the GeneSpring software V12.0 (Agilent). 

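The table of normalized log2 values deposited by the authors was set against the scanner output. In each array channel, the authors' value equalled the mean log2 processed signal of a unigene's probes minus 1 constant, within a tolerance of 0.001, for 86.2% to 87.4% of the unigenes with values in that dye channel. The constant was close to the 75th percentile of the channel: 12.96 against 12.96 for long-pod replicate 1, and 11.69 against 11.69 for short-pod replicate 3. The table gives values on all 6 Cy5 columns for 28427 unigenes of the array. The processed signal already includes the scanner software's linear dye normalization, whose Cy5 factor was between 0.840 and 0.966 on the long-pod arrays and between 0.297 and 0.420 on the short-pod arrays.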

Differentially expressed genes (DEGs) were defined by an expression fold change ≥2 between the two pools and a corrected *P*‐value (Benjamini‐Hochberg FDR) ≤0.05. Hierarchical clustering was performed with Cluster 3.0 using the average linkage method, and the results were visualized using TreeView (Eisen *et al*., 1998).

### Gene ontology (GO) enrichment analyses

Gene ontology (GO) enrichment analyses were performed using GOrilla (Eden *et al*., 2009) under a *P*‐value threshold of 10E^−3^ for statistical significance. The GObase used was the version updated on 5 December 2015. Prior to running GOrilla, the cowpea unigenes were BLASTx searched against the Arabidopsis protein sequences database under a *P*‐value cut‐off of 10E^−5^ to generate legible sequence IDs for recognition in the program. The entire list of unigenes on the chip was inputted as the background for calculation.

## Data availability

All the raw data used in this study are publicly available. The Cowpea iSelect Consortium Array is available from Illumina (Illumina Inc., San Diego, CA; http://www.illumina.com/areas-of-interest/agrigenomics/consortia.html). Source data for microarray experiment were deposited in the NCBI Gene Expression Omnibus under the GEO series accession number GSE80552.

## Supporting information

**Figure S1** Graphic representation of the “ZZ” genetic map v.2. Each horizontal line represents a bin.

**Figure S2** An unrooted Neighbor‐Joining phylogenetic tree of all samples. Accessions with pod length shorter than 30 cm are denoted as S, longer than 45 cm as L, and between 30 and 45 cm as M following the accessions IDs.

**Figure S3** Microarray expression profiles of cowpea genes in the long‐pod and short‐pod pools. The log‐transformed values of relative expression levels were used for cluster analysis.

**Table S1** Germplasm lines used in the current study. Pod length data are the mean of three trials from 2014 to 2015 in Haining, China.

**Table S2** Marker positions on the ZZ genetic map v.2.

**Table S3** SNP markers associated with pod length as detected by GWAS.

**Table S4** Nucleotide diversity and population differentiation index values at each mapped SNP.

**Table S5** *F*_ST_ and π ratio outliers across the genome (*P *≤* *0.05)

**Table S6** Qualitative genes/QTLs or trait‐associated SNPs used for comparison with diverged regions and putative selection signals across the genome.

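Table S7 gives, for each unigene called by the authors, a fold change, a false discovery rate and the annotation of an Arabidopsis homolog. It holds 873 unigenes for the long-pod pool and 1228 for the short-pod pool, the paper's counts. In the block for the short-pod pool, the columns headed FC and FDR hold each other's values, and they were read by their values here. A single protein, described as an adenine nucleotide alpha hydrolases-domain containing protein kinase, is named for 515 of the unigenes, 208 in the long-pod and 307 in the short-pod pool. Another, described as a PR-6 proteinase inhibitor family protein, is named for 140. No unigene numbered above 11801 carries either annotation, and 163 of the 818 unigenes up to that number carry another one. When the unigene names are sorted as text, all 515 come after every unigene with another annotation and all 140 come before.

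**Figure D2:**
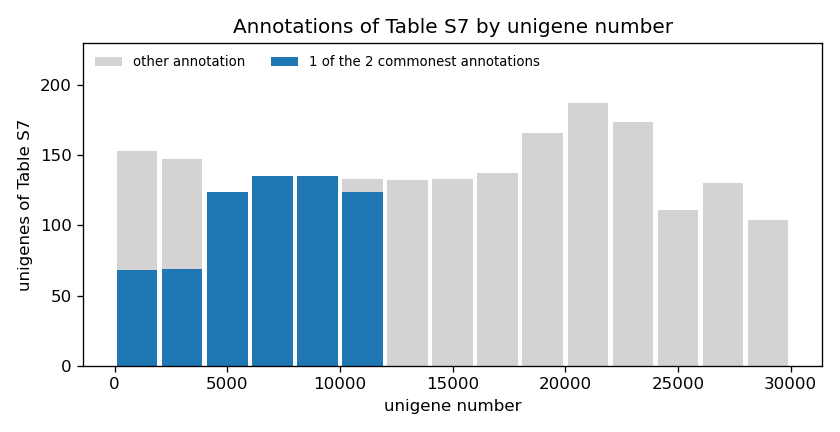
Number of Table S7 unigenes (vertical axis) by unigene number (horizontal axis, bars of 2000 numbers), with those that carry 1 of the 2 commonest annotations in blue and the others in grey. From 4000 to 10000, all unigenes carry 1 of the 2 annotations, and above 12000 none does.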

**Table S7** Genes that were differentially expressed between the long and short‐podded pools. In red are genes more abundantly expressed in long pods and in green are genes more abundantly expressed in short pods. FC=fold change.

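Table S8 lists enriched terms with the Arabidopsis proteins behind them, each as a symbol and a description, and long lists end in an ellipsis. For 4 of the 6 terms named in the text the list is incomplete in this way. The number of members given with a whole description was 9 for 'mitotic cell cycle process', 9 for 'cytokinesis by cell plate formation', 6 for the cyclin-dependent kinase regulator term, 7 for the gibberellin term, 8 for 'nutrient reservoir activity' and 3 for 'response to carbon dioxide'. Descriptions shared by many Arabidopsis proteins were left out, and the number with an equal annotation in Table S7 was 3, 1, 1, 0, 3 and 0 in the same order. Term annotations of all unigenes on the array are not given, so the enrichment was not repeated.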

**Table S8** List of the GO terms overrepresented between the two RNA pools.

# Supplementary material for: Genomic regions, cellular components and gene regulatory basis underlying pod length variations in cowpea (V. unguiculata L. Walp)
**Source:** Plant Biotechnol J. 2016 Oct 17;15(5):547–57. doi: 10.1111/pbi.12639
**Supplement:** Supplementary file 1 — Figure S1 Graphic representation of the “ZZ” genetic map v.2. Each horizontal line represents a bin.

**Fig S1. Graphic representation of the “ZZ” genetic map V2.** Each horizontal line represents a bin.

LG

# Supplementary material for: Genomic regions, cellular components and gene regulatory basis underlying pod length variations in cowpea (V. unguiculata L. Walp)
**Source:** Plant Biotechnol J. 2016 Oct 17;15(5):547–57. doi: 10.1111/pbi.12639
**Supplement:** Supplementary file 3 — Figure S3 Microarray expression profiles of cowpea genes in the long‐pod and short‐pod pools. The log‐transformed values of relative expression levels were used for cluster analysis.

**Fig. S3. Microarray expression profiles of cowpea genes in the long-pod and short-pod pools.** The log-transformed values of relative expression levels were used for cluster analysis.

How the deposited data were processed for this re-analysis (not part of the article)

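RNA pools from developing pods of 7 long-pod and 7 short-pod cowpea genotypes were each hybridized to 3 two-colour Agilent arrays, with the pods labelled with Cy5. According to the sample labels, Cy3 carried RNA from whole flowers on the long-pod arrays and from immature seeds, taken 1 week after pollination, on the short-pod arrays. The 12 deposited scanner files hold 6 distinct scans, since the file of each scan was deposited once for each of its channels. Each scan has 176026 spots that are not controls, for 117746 probes and 29471 unigenes, and 29404 unigenes have 4 probes.

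The scanner software used by the authors gave a processed signal for each spot and channel, which is an intensity after background subtraction, correction of spatial trends and dye normalization against the other channel. The deposited files also give the mean spot signal and the local background as raw intensity, flags of 0 or 1, and the ratio of the channels in log10. The authors' table of processed values, made with GeneSpring, is in log2 units. It was checked against the scanner output, and its values equal the mean log2 processed signal of a unigene's probes minus a constant per array channel for 86.2% to 87.4% of the unigenes, depending on the channel. The values of the remaining unigenes differed from it by more than 0.001.

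The spots flagged as outliers by the scanner software were left out, between 8 and 243 per channel. The log2 processed signal was averaged over the spots of a probe and lowered by the 75th percentile over probes of that channel, and the median over the probes of a unigene was taken. No unigene was left out of the test for low signal. A unigene was taken as well above background on an array when at least a share of 0.5 of its probes was. Where a unigene was not well above background on any array of 1 pool, the fold change was given as a lower bound. For the bound, each array's own value was replaced by the lowest signal among probes well above background where it was lower. The bound was computed on Cy5 values after normexp with an offset of 50, loess and Aquantile normalization. The offset shrinks the fold changes of dim unigenes, so the bound is not on the scale of the reported differences. Such a bound also stays open to dye bias.

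The long-pod and short-pod pools were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes on the 6 Cy5 channels, Benjamini-Hochberg adjustment over all unigenes tested), with data.table 1.17.8 and statmod 1.5.0. The thresholds, a fold change of at least 2 and an adjusted p of at most 0.05, are those of the paper. The paper's text names no test. Whole flowers and immature seeds were compared in the same way in the Cy3 channel. The pods and the tissue on the same array were compared by the mean log2 ratio of the channels (normexp with an offset of 50, loess within arrays). No dye swap was made, so dye bias is part of those ratios. The replicates of a group are technical replicates of 1 RNA pool, so the tests compare these RNA pools and not the populations they were drawn from.

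Same-numbered arrays of the pods and of the tissues held the same place on their slides. The deviations of same-numbered long-pod and short-pod arrays from the means of their pools correlated across unigenes with r of 0.160, 0.196 and 0.259 for replicates 1, 2 and 3. Differently numbered arrays correlated with r between -0.234 and 0.182. The replicate number was therefore also used as a block, with 1258 and 1588 unigenes called higher in the long-pod and short-pod pools. The corresponding r for flowers and seeds was 0.217, -0.075 and 0.106.

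The method was tested on simulated data, in which 200 of 29471 unigenes were changed in arrays with the observed spread. The limma fit called 91.0% of them and 5 others, the fit with the replicate block 81.0% and 2 others, and the fit of both dye channels 92.0% and 7 others. A test per unigene with a separate variance for each pool called 0.5% and 0 others. These shares do not describe the power on the real data, where 2841 unigenes were called, since the adjustment depends on how many are changed. With separate variances, 1844 real unigenes were called. Every simulated change was also larger than the median fold changes called, 2.38 and 2.81. The Cy3 channel was simulated independently of Cy5, unlike the real arrays, where the correlation within spots was 0.58.

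Alternatives set before the data were examined were normexp background correction without dye normalization, the mean signal without background correction or dye normalization, quantile normalization, the array median in place of the 75th percentile, a filter on dim unigenes, the mean over probes, the authors' values, a linear model without the empirical Bayes step, the replicate block, limma's separate-channel fit of both dye channels, the fold change alone, and each array left out in turn. Tests on the authors' values without the empirical Bayes step, and tests with a separate variance for each pool, were added after the data were seen. Normexp was used with an offset of 50, in the alternative without dye normalization and in the fit of both dye channels. A block for the slide could not be run, since each slide holds 1 pool. A test of gene families over reference transcripts was not run, since no reference transcripts were at hand, and the reference gene table does not hold the unigene names. Gene names are those of Table S7.

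The unigenes named were fixed by a rule. They are the SWEETIE unigenes, the unigenes of Table S7 whose annotation equals a description listed in Table S8 for the 6 terms named by the paper (descriptions shared by many Arabidopsis proteins were left out), the 3 unigenes with the largest fold change in each direction in Table S7, the SWEET transporter, sucrose synthase and fructofuranosidase unigenes of Table S7, and the 5 unigenes with the largest change in each direction here. The last had to be called, well above background on all 6 arrays, not saturated and with every array of one pool above every array of the other.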

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

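The test of a slide difference shared by both channels was chosen after the comparison of flowers and seeds had been seen. Whole flowers and immature seeds were present in the Cy3 channel of the same arrays, and the paper does not report on them. Of 29471 unigenes tested with limma, 6102 were called higher in whole flowers and 5892 were called higher in immature seeds (n = 3 technical replicate arrays of 1 RNA sample each). The real grouping of the 6 arrays was 1 of 10 possible splits, so that a chance split cannot be excluded at the 0.05 level by counting splits. The other 9 splits called 0 unigenes with limma, with between 19 and 308 unigenes at an unadjusted p under 0.05. The flower arrays lay on 1 slide and the seed arrays on the other. A slide difference that both channels share would also part the pod pools. Of the 11994 unigenes called between flowers and seeds, 8.57% were also called between the pods with the same slide higher. That share was limited in advance, since only 2841 unigenes were called between the pods. Of the 1741 called in both comparisons, 1028 had the same slide higher. These values argue against a shared slide difference as the whole cause, but not as a part of it. A slide difference limited to the Cy3 channel cannot be told apart from the tissues, since each slide holds 1 tissue. With normexp background correction and no dye normalization, 4978 and 4330 unigenes were called, so that a difference of this order does not rest on the dye normalization. A biological difference between flowers and seeds stays open and was not tested further, and the labels do not give the genotypes of these samples.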

How the results depend on the processing

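Tests with a separate variance for each pool, and those on the authors' values without the empirical Bayes step, were chosen only after the results were seen.

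The number of unigenes called higher in the short-pod pool was within 1.5 times 1585 under every alternative set before the data were seen. The number called higher in the long-pod pool, 1256, fell to 575 with normexp and no dye normalization (1287 in the short-pod pool), to 623 with the mean signal (1461) and to 442 in the fit of both dye channels (1417). The share of calls on the long-pod side was 44.2% as reported and 30.9%, 29.9% and 23.8% under these alternatives. The calls shared with those reported numbered 1762, 1924 and 1659. The median difference of all unigenes was 0.09 as reported, 0.07 with normexp, 0.04 with the mean signal and -0.02 in the fit of both dye channels. With the array median it was 0.03, and 1074 unigenes were called higher in the long-pod pool. The mean signal keeps the background, and normexp and the fit of both dye channels use an offset of 50. Either shrinks the fold changes of dim unigenes, so the lower counts cannot be put down to the dye normalization. The cause of the lower counts for the long-pod pool was not tested. Of the 2841 unigenes called, 4 had the opposite sign with normexp, 4 in the fit of both dye channels and 9 with the authors' values. The fold change alone gave 1267 and 1590. With each array left out in turn, the counts ranged from 1110 to 1398 and from 1509 to 1660. The replicate block changed no other call reported for a named unigene. A separate variance for each pool gave 809 and 1035. On the authors' values, the linear model with the replicate block and without the empirical Bayes step gave 461 and 724, and called 1166 of the Table S7 unigenes.

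The real split of the 6 pod arrays is 1 of 10, so that a chance split cannot be excluded by counting. Among the 4 splits that part all same-numbered arrays, the other 3 called 0 unigenes with limma, with 54 to 340 at an unadjusted p under 0.05. All 9 other splits called 0 unigenes with limma as well, with 54 to 1094 at an unadjusted p under 0.05.

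Both SWEETIE unigenes kept their direction and their call under all alternatives set before the data were seen. On the authors' values with the replicate block and without the empirical Bayes step, UP12_24537 had a difference of 2.16 and an adjusted p of 0.0526, no longer past the threshold. Its adjusted p under the other alternatives ranged from 1.11e-05 to 0.0280. Of the unigenes with a cell division word, 13 were called in the fit of both dye channels, against 24 as reported.

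The correlation of log2 fold changes with Table S7 was 0.938 with normexp, 0.955 with the mean signal, 0.985 without dim unigenes, 0.987 with the mean over probes, 0.927 in the fit of both dye channels and 1 with the authors' values under each test. The lowest correlation between technical replicates ranged from 0.990 to 0.995 with each array left out in turn. It was highest without long-pod replicate 3. The correlation of the Cy5 and Cy3 differences, 0.132 as reported, was 0.0460 with normexp and 0.0578 with the mean signal.

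Between flowers and seeds, the count on the side of the flowers ranged from 4978 with normexp to 6224 with 1 array left out, and that on the side of the seeds from 4186 in the fit of both dye channels to 6293 with quantile normalization. The replicate block gave 6109 and 5906. For the short-pod pool against the seeds on the same arrays, the number lower in pods, 2095 as reported, was 3375 with median centring within arrays and 4380 with the files' own log ratio.

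Signal over background limits what can be said of dim unigenes. For the 56 and 152 called unigenes that were dim in 1 pool, the size of the change is known only as a lower bound, and 19 called unigenes were dim in both.

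A slide block was planned and not run, since each slide holds 1 pool and 1 tissue, and the test of gene families was not run for want of reference transcripts.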

Differences from the paper's values

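The lowest pairwise correlation between technical replicates was 0.990 here, and the paper's is 0.931. The values still differed under every alternative set before the data were examined that bears on this correlation, with values from 0.987 to 0.995.

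A fold change is said to differ from the paper's where one is more than 1.5 times the other and their log2 values are apart by more than the SD between replicates here, so values said to no longer differ can still be up to 1.5 times apart, or further apart where the replicates vary more. A fold change known only as a lower bound differs only if it is over 1.5 times the paper's.

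For UP12_27453, the signed fold change (negative where the short-pod pool is higher) was -5.90 here, and the paper's is -3.76 in Table S7. The values no longer differed with normexp, the mean signal, the mean of probes, the authors' values, the fit of both dye channels, and without long-pod replicate 1, long-pod replicate 2, short-pod replicate 2 or short-pod replicate 3. They still differed with quantile normalization, the array median, the filter on dim unigenes, no empirical Bayes step, the replicate block, and without long-pod replicate 3 or short-pod replicate 1.

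For UP12_28262, the fold change was 15.5 here, and the paper's is 9.81. The values no longer differed with the mean of probes, the authors' values and without long-pod replicate 1, and still differed under the other alternatives. For UP12_19860, the signed fold change was -107 here, and the paper's is -22.1. The values no longer differed with normexp, the mean of probes, the authors' values and the fit of both dye channels, and still differed under the other alternatives. For UP12_1, the signed fold change was -98.8 here, and the paper's is -61.6. The values no longer differed with normexp, the mean signal, the mean of probes, the authors' values, the fit of both dye channels and without short-pod replicate 3, and still differed under the other alternatives.

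For UP12_25795, the fold change was 31.8 here, and the paper's is 19.8. They are more than 1.5 times apart but by less than the SD between replicates, so by this rule they do not differ; they did in the fit of both dye channels (7.19) and without long-pod replicate 3 (52.0) or short-pod replicate 3 (44.6).

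The counts of 1256 and 1585 unigenes are within 1.5 times the paper's 873 and 1228. The count for the long-pod pool was not within 1.5 times the paper's with normexp, in the fit of both dye channels, and without long-pod replicate 1, short-pod replicate 1 or short-pod replicate 2. The setting that came nearest to the paper's counts was the authors' values with a separate variance for each pool, with 874 and 1229, a setting chosen after seeing the values and after other tests on those values had been tried. Without the empirical Bayes step, the authors' values gave 1093 and 1536, and with the replicate block as well 461 and 724.

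Of the 2101 unigenes of Table S7, 233 were not called here, of which 232 had a fold change under 2 and 44 an adjusted p over 0.05. All 2101 were called with limma on the authors' values. UP12_26853, a kinesin unigene in Table S7, was not called here, at a difference of 0.94, and was called with the mean of probes and with the authors' values.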

Other observations

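The tests of the text-order lookup and of the separate variances were chosen only after the results they explain had been seen, as were the test of first digits, the comparison of shared stretches with other unigenes of Table S7 and the squared differences of replicate 3.

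On the arrays of the long-pod pool and whole flowers, limma called 4453 unigenes higher and 4298 lower in pods, by the mean ratio of the channels against 0 (n = 3 technical replicate arrays). On the arrays of the short-pod pool and immature seeds, 4581 were called higher and 2095 lower. No dye swap was made, and dye bias was not separated from these ratios.

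Across unigenes, the pod difference in Cy5 correlated weakly with the difference of flowers and seeds in Cy3 on the same arrays, with r = 0.132 and Spearman's rho = 0.102. For replicates 1, 2 and 3 taken singly, r was 0.109, 0.130 and 0.214. The deviations of a single array from its group mean correlated between its channels with r between 0.385 and 0.753. Dye normalization between the channels was tested as an explanation of part of the correlation. With normexp and no dye normalization, r was 0.0460, below 0.5 times its value. That alternative also treats the background differently and adds an offset of 50. The linear dye factor of an array channel is removed with the 75th percentile, so that factor alone cannot produce a correlation across unigenes. The lower r therefore cannot be put down to dye normalization. Cy3 light reaching the Cy5 channel would raise the pool that shares the array with the brighter tissue. Among 684 unigenes at least 8-fold higher in seeds, the median pod difference was -0.56, toward the short-pod pool, with 240 called higher in that pool and 22 in the other. Among 1504 unigenes at least 8-fold higher in flowers, a median above 0 had been set as the condition in advance, and it was -0.0056, so the condition was not met. The quartiles of that set were -0.59 and 0.51, with 154 called higher in the long-pod pool and 201 in the short-pod pool. Over all unigenes, the median pod difference was 0.09. The median of the set higher in flowers lies near 0 among members that go both ways, which decides nothing. Cy3 light reaching the Cy5 channel therefore cannot be told apart from the other explanations. Of the 5 largest changes on the side of the long-pod pool, 3 were higher in flowers by 7.85 to 11.93, which was noticed after their values were seen and decides nothing for the set. The highest of these values is uncertain in size, since UP12_28262 was well above background on only 1 of the 3 seed arrays. Transcripts that pods share with seeds also stay open, as a biological explanation that was not tested.

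In both pools, replicate 3 correlated less with replicates 1 and 2 than these did with each other. The difference was not limited to dim unigenes: among the brightest 0.5 of the unigenes, the excess of 1 - r for pairs with replicate 3 was 4.76 times that among all unigenes in the long-pod pool. A correlation falls in any set with a narrower range, so the excess of the mean squared difference was compared as well, with 0.121 among the brightest unigenes and 0.152 among all unigenes in the long-pod pool and 0.0490 and 0.0616 in the short-pod pool. A shared place on the slides may be part of it, since the deviations of replicate 3 correlated between the pools with r = 0.259. Same-numbered arrays may also have been labelled or hybridized together, which the files do not state, and no biological explanation was tested for technical replicates.

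Table S7 has fewer unigenes than were called here. A candidate explanation is a test with a separate variance for each pool on the authors' values, which called 2101 of the 2101 unigenes in the same direction and 2 others. Of the 3 tests tried on those values besides limma's, it came nearest, and the paper's text names no test. Its agreement with the table was found and tested on the same data.

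A single Arabidopsis protein is named for 515 unigenes of Table S7, and a second for 140. A large family of similar unigenes was tested as an explanation. Of the 515, 5.83% shared a stretch of 16 bases with another of the set, above the 0.0% to 3.11% in 100 random sets of unigenes of the array, but within the 2.33% to 8.74% in random sets of other unigenes of Table S7. Probes are picked to differ between similar transcripts, so these shares alone decide nothing. The order of the names argues against a family as the whole cause. Among the unigenes of Table S7 with a number of up to 4 digits, 514 of the 514 whose number starts with a digit from 3 to 9 carry the annotation, and 1 of the 180 whose number starts with 1 or 2, which likeness of sequence does not account for. A candidate explanation is that annotations were looked up by approximate match in a list sorted as text, in which an unlisted unigene receives the annotation of a neighbour. Of the 163 remaining unigenes up to number 11801, 25 carried the annotation of their predecessor in text order among the higher-numbered unigenes of Table S7, against a mean of 0.0897 and at most 2 in 10000 random draws. The annotations of low-numbered unigenes in Table S7, including UP12_6972, UP12_1846 and UP12_1912, may therefore not describe them. Apart from the family, no biological explanation was tested. The unigenes UP12_24538 and UP12_24537, annotated as SWEETIE, lie outside that range.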
